# Transcriptome Analysis in *Pyrus betulaefolia* Roots in Response to Short-Term Boron Deficiency

**DOI:** 10.3390/genes14040817

**Published:** 2023-03-29

**Authors:** Jing Liu, Tao Chen, Chun-Lei Wang, Xiao Liu

**Keywords:** pear rootstock, boron deficiency, aquaporin, plant hormone, transcriptome

## Abstract

Boron (B) deficiency stress is frequently observed in pear orchards and causes a considerable loss of productivity and fruit quality. *Pyrus betulaefolia* is one of the most important rootstocks that has been widely used in pear production. The present study confirmed that the boron form of different tissues showed various changes, and the free boron content was significantly decreased under the short-term B deficiency condition. Moreover, the ABA and JA content also significantly accumulated in the root after short-term B deficiency treatment. A comprehensive transcriptome analysis of 24 h B deficiency treatment *P. betulaefolia* root was performed in this study. Transcriptome results revealed a total of 1230 up-regulated and 642 down-regulated differentially expressed genes (DEGs), respectively. B deficiency significantly increased the expression of the key aquaporin gene NIP5-1. In addition, B deficiency also increased the expression of ABA (ZEP and NCED) and JA (LOX, AOS and OPR) synthesis genes. Several MYB, WRKY, bHLH and ERF transcription factors were induced by B deficiency stress, which may relate to the regulation of B uptake and plant hormone synthesis. Overall, these findings suggested that *P. betulaefolia* root had adaptive responses to short-term B deficiency stress by improved boron absorption ability and hormone (JA and ABA) synthesis. The transcriptome analysis provided further information for understanding the mechanism of the pear rootstock responses to B deficiency stress.

## 1. Introduction

Boron (B) is an essential micronutrient for the growth of all vascular plants. More than 100 crops had been reported to suffer from B deficiency in past years [1]. Due to the narrow suitable concentration of B that can be absorbed and the low abundance of B in the soil [2,3], plants are very easily exposed to B deficiency. B plays a significant role in plant growth, including the structure and function of the cell wall, membrane integrity and carbohydrate transport and distribution [4]. B deficiency symptoms in trees can be divided into two main groups. One is the inhibition of growing points, such as the root tip, bud, flower and young leaf. The other type of symptom is the deformity of some organs, such as the shoot, leaf and fruit. Relevant anatomical studies demonstrated that B deficiency could severely damage the vascular tissues and induce hypertrophy at the tissue/cellular level [4,5,6,7]. The efficiency of B uptake, transport and utilization are closely related to B forms existing in plant tissues. Generally, B forms can be divided into two B pools: the soluble B pool (cell sap), which is a mixture of intracellular and apoplasmic fluids, and the insoluble B pool (water insoluble residue) that is mainly bound to cell wall structures. Soluble B includes free B and semi-bound B. Previous studies have suggested that the forms of B reserves may be limited to free B and semi-bound B because bound B for cell wall construction is not retranslocated [8,9]. To date, many B transporters are reported to be involved in B uptake and utilization. Generally, two types of B transporters have been identified: BORs, which perform a B export role in plant cells, and major intrinsic proteins (MIPs), including some boric acid channels. Both types of B transporters contribute to B uptake by roots, xylem loading and B distribution and utilization within the plant under B-limited conditions [4,10,11].

Acting as regulatory factors, the phytohormone is involved in the adjustment of the plant in response to nutrient stress. Many studies had reported that the phytohormone metabolism and related gene expression are associated with B deficiency. Using whole genome Affymetrix Gene Chip to give insight into the global gene expression in response to short- and long-term B deficiency in *Arabidopsis* showed that a large number of genes associated with phytohormone synthesis, transport and signal transduction were induced, especially the genes of jasmonic acid (JA), and showed the most prominent response under B deficiency [12]. Physiological and transcriptional analyses in *Brassica napus* seedlings responding to B deficiency showed that the auxin biosynthesis and efflux gene expression were affected and the indole-3-acetic acid (IAA) concentration was reduced, meanwhile, the concentration of jasmonates (JAs) and abscisic acid (ABA) were increased along with the ABA biosynthesis and sensor gene being induced to express in the shoot [13]. With the increasing concentration of B supply in *B. napus* seedlings, the concentration of ABA and IAA were reduced along with the enhancement of cytokinin (CTK) and gibberellin (GA) biosynthesis [14].

Previous studies found many transcription factors respond to B deficiency. For instance, the expression of MYB14, MYB15, MYB78, WRKY38, WRKY40 and WRKY46 genes were upregulated, while bZIP34 and bZIP61 gene expressions were lower in *Arabidopsis* plants subjected to B deprivation after 24h [15]. Transcriptome analysis found expression of bHLH and WRKY transcription factors were upregulated in the *Beta vulgaris* seedlings [16]. Kasajima et al. established that WRKY6 is a low B-induced transcription factor gene that is essential for *Arabidopsis* normal root growth under low B conditions [17]. Moreover, ERF018 is a transcription factor regulating JA synthesis, which directly binds to the promoter regions of AOC1 and AOC3. Low B promotes JA synthesis and negatively regulates the root growth of *A. thaliana* by inducing the expression of ERF018 [18].

Pear is the most important fruit in the world and the phenomenon of B deficiency often occurs in pear cultivation, greatly affecting the plant’s growth and fruit quality. Rootstocks are often used to enhance the resistance of trees and improve fruit quality and yield in pear cultivation. *P. betulaefolia* is one of the most important rootstocks that had been widely used with deep root distribution, excellent resistance to cold, waterlogging and salt. However, the response to short-term B deficiency in *P. betulaefolia* roots had not been conducted. Therefore, the investigation of responses of *P. betulaefolia* to B deficiency may provide new insights into its regulation and adaptation mechanisms. Large-scale transcriptomic analyses provided an effective tool to identify new genes that respond to the stress and biosynthesis. In this study, RNA-Seq technology was used to explore the internal changes of the molecular mechanisms of *P. betulaefolia* roots regarding the response to short-term B deficiency.

## 2. Materials and Methods

### 2.1. Plant Materials

Seeds of *P. betulaefolia* with similar size were soaked in 1% (*v/v*) sodium hypochlorite solution for 5 min and then washed three times with ultrapure water (18.25 MΩ·cm). Surface-sterilized seeds were sowed on gauze moister with ultrapure water to germination for 10 days. Thereafter, uniformly sized seedlings were sowed in nutritional substrate until three to five leaves expanded.

Subsequently, all the plants were washed with tap water to remove surface impurities after two-day starvation of tap water, and then transplanted into 15 L black plastic box (five plants per box) filled with nutrient solution. The black box had been washed with 3% hydrochloric acid (HCl) for two days and then rinsed thoroughly with deionized water before the transplantation. The composition and concentration of salt of the nutrient solution were as follows: 5 mM KNO_3_, 5 mM Ca(NO_3_)_2_·4H_2_O, 2 mM MgSO_4_·7H_2_O, 1 mM KH_2_PO_4_, 0.01 mM MnCl_2_·4H_2_O, 0.8 µM ZnSO_4_·7H_2_O, 0.3 µM CuSO_4_·5H_2_O, 0.4 µM Na_2_MoO_4_·2H_2_O, 0.02 µM FeSO_4_·7H_2_O and 0.02 µM EDTA-Na_2_. Treatment with 0.045 mM and 0 mM B were considered as control and B deficiency, respectively. All seedings were supplied with one-quarter nutrient strength and one-half nutrient-strength nutrient solution (each for 7 days) for adaptive training in sequence along with 10 min aeration to nutrient solution per day. The nutrient solution was renewed every 7 days. All plants were grown under identical conditions. The pH of all nutrient solutions was adjusted to 6.5 using 1 M NaOH. Finally, five plants from each treatment were randomly harvested after 24 h treatment.

The leaves, roots, petioles and stem (divided into stem top and stem base) were harvested separately. All samples were immediately washed up with sterile water, frozen in liquid nitrogen and stored at −80 ℃ for further analysis.

### 2.2. Analysis of Boron Forms

Different forms of B were extracted as described by Du et al. [19] with slight modifications. For each part, 3 g samples were cut into pieces of approximately 1 mm^2^, put into a plastic bottle with 15 ML of ultrapure water, and shaken at 28 °C for 24 h at 150 rpm. The sample centrifuged at 25 °C for 10 min at 10,000 rpm and then filtered through filter paper (maximum aperture: 20~25 µm). The supernatant was collected as free B. The residue was then successively extracted with 15 mL of NaCl (1 mol/L) and 15 mL of HCl (1 mol/L) solution following the same steps as above, and the supernatants were collected as semi-bound B and bound B, respectively. Three forms of B concentration of the extract were determined by the colorimetric curcumin method [19].

### 2.3. Analysis of JA and ABA

The content of ABA and JA were measured using the plant hormone abscisic acid (ABA) ELISA Kit and Plant Jasmonic acid (JA) ELISA Kit (Shanghai Enzyme-linked Biotechnology). In detail, 0.1 g root tip were thoroughly ground in liquid nitrogen and homogenized with 900 μL PBS buffer at 2–8 °C. The composition of PBS buffer was as follows: 2 mM KH_2_PO_4_, 8 mM Na_2_HPO_4_, 136 mM NaCl, 2.6 mM KCL and the pH of that was 7.4. After fully homogenizing, the sample was centrifuged at 25 °C for 20 min at 3000 rpm and the supernatant was collected to analyze the content of ABA and JA. The standard density was performed using 50 μL of different content of standard plant hormone following the manufacturer’s synopsis. For blank wells, no supernatant and HRP-conjugate reagent were added and other steps were the same as the testing sample wells. For testing sample wells, 40 μL sample dilution and 10 μL supernatant were added (the supernatant dilution is 5-fold) and gently mixed. Then, 100 μL of HRP-conjugate reagent was added to each testing sample well and incubated for 60 min at 37 °C. After that, the liquid was discarded, 700 μ L1-fold washing buffer to wash the testing sample wells was added (20-fold wash solution diluted 1-fold washing buffer with distilled water), it was allowed to stand for 30 s and the washing buffer was discarded. The step of washing was repeated 5 times. Then, 50 μL Chromogen Solution A and B was added and preserved for 15 min at 37 °C under no light conditions. Finally, 50 μL of stop solution was added to stop the reaction and the absorbance was read at 450 nm within 15 min.

### 2.4. RNA-Seq Analisis

#### 2.4.1. Library Preparation for RNA Sequencing

To gain insight into root cell transcriptomic dynamics, RNA-seq analyses was performed using root tips collected from the control roots and 24 h B deficiency roots in triplicates. Total RNA of each sample was extracted using the Trizol kit (Promega, MA, USA) following the manufacturer’s synopsis. A total amount of 1 μg RNA per sample was used as input material for the RNA sample preparations. Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ following the manufacturer’s recommendations, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was carried out using divalent cations under elevated temperature in NEBNext First Strand Synthesis Reaction Buffer (5X). First strand cDNA was synthesized using random hexamer primer and RNase H. Second strand cDNA synthesis was subsequently performed using buffer, dNTPs, DNA polymerase I and RNase H. The library fragments were purified with QiaQuick PCR kits and elution with EB buffer, then terminal repair, A-tailing and adapter added were implemented. The aimed products were retrieved, and PCR was performed, then the library was completed.

#### 2.4.2. Library Clustering and Sequencing

The clustering of the index-coded samples was performed on a cBot cluster generation system using HiSeq PE Cluster Kit v4-cBot-HS (Illumina) according to the manufacturer’s instructions. After cluster generation, the libraries were sequenced on an Illumina platform by Benagen Technology Co., Ltd., Wuhan, China and 150 bp paired-end reads were generated.

#### 2.4.3. RNA-Seq Data Analysis

The raw data were first processed with FastQC (Version: 0.11.9, default) to filter out adapters and low-quality sequences. Then, the clean reads were mapped to the *Pyrus bretschneideri* genome (https://www.ncbi.nlm.nih.gov/genome/12793) using Star (Version: 2.7.9a, default). In order to obtain the comprehensive functional information of the genes, we also annotated the gene functions of uniprot database by BlastP. RSEM (Version: 1.3.3, default) was used to calculate gene expression level for each sample expressed as fragments per kilobase of transcript per million fragments mapped (FPKM). The gene expression levels in stressed samples were compared with those in control samples in order to identify the differentially expressed genes (DEG) by DESeq2 (Version: 1.34.0, default). The DEGs were detected as previously described based on the parameters: |log_2_ ^foldchange^| ≥ 1 and corrected *p* < 0.05 based on the three biological replicates. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses for the DEGs were performed using the clusterProfiler version 3.8. All RNA-seq data have been uploaded to the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database (GEO accession number: GSE218373). All DEG data were listed in Table S1.

### 2.5. cDNA Synthesis and Quantitative Real-Time (qRT)-PCR Analysis

First-strand cDNA was synthesized using the HiScript^®^ III RT SuperMix for qPCR (+gDNA wiper) (Vazyme Biotechnolog, Nanjing, China). To validate the reliability of RNA-seq data, several genes were randomly selected for qRT-PCR analysis. qRT-PCR was determined with a Bio-Rad CFX96 instrument (Bio-Rad, Waltham, MA, USA) by using ChamQ SYBR qPCR Master Mix (Vazyme Biotechnology, Nanjing, China). In order to validate the accuracy of DEGs, the DEGs from the aquaporins and hormone metabolism were analyzed by qRT-PCR. Gene-specific primers were designed using the software Primer5 (Table S2), and the specificity and quality of each primer pair were checked by melting curve analysis and sequencing. The amplification reactions were as follows: a pre-denaturation step of 95 °C for 3 min, 40 cycles of 95 °C for 5 s and 65 °C for 5 s and a melting curve analysis according to Vazyme Biotechnology’s analysis instructions. The Livak [20] method was used to calculate gene relative expression levels.

### 2.6. Statistical Analysis

Error bars indicate standard error (SE) of the means. Data were compared by one-way analysis of variance (SPSS for Windows 17.0; SPSS Inc., Chicago, IL, USA). Differences were determined by Tukey test (*p* < 0.05) and indicated by different letters. Bar graphs were drawn using the GraphPad Prism 7.0 scientific software (San Diego, CA, USA).

## 3. Results

### 3.1. Subsection

#### 3.1.1. Boron Concentration in Various Plant Parts under the Short B Deficiency Treatment

After 24 h B deficiency treatment, the concentration of total B in roots and stem base were significantly decreased, whereas the leaves, petiole and stem top showed no remarkable differences (Figure 1A). In detail, the free B concentration in roots, leaves, petiole and stem base were significantly decreased, whereas there were no remarkable differences in the stem top (Figure 1B–E). Moreover, the bound B concentration significantly increased in leaves and decreased in stem top and stem base, respectively (Figure 1C,E,F). Semi-bound B concentration had no significant differences in all plant parts (Figure 1).

#### 3.1.2. Analysis the Content of JA and ABA in Root Tips under the Short B Deficiency Treatment

After short-term treatment of B deficiency, the content of JA and ABA was significantly increased in root tips (Figure 2).

#### 3.1.3. RNA-Seq Transcriptome and Analysis of Differentially Expressed Genes

Considering the free B concentration was sharply decreased in roots, RNA-Seq libraries were established from the root tips after 24 h B deficiency treatment. 

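P. betulaefolia is a pear used as a rootstock, and the plants were raised from seed. Root tips were collected after 24 h from plants in nutrient solution without boron and from control plants supplied with 0.045 mM boron, and 3 libraries were sequenced for each group. The authors filtered the reads, mapped them with STAR to the genome of another pear species, P. bretschneideri, and estimated gene expression with RSEM. The deposited values are FPKM, which count the fragments of a gene and are corrected for gene length and for the depth of each library. No scaling between the libraries beyond this is stated in the methods. The deposited table lists 37815 genes with 1 value per gene and library, rounded to 2 decimals. Of these, 2522 are loci that the table numbers itself and that have no NCBI gene identifier, and 3995 genes are listed at 0 in all 6 libraries. Per library, the FPKM values summed to between 951246 and 971102, and between 31364 and 31645 genes had a value above 0. The 10 most expressed genes held between 8.91% and 9.31% of the summed FPKM of a library. On the log2(FPKM + 0.1) scale, the Pearson correlation across genes was 0.976 for each pair of control libraries, whereas it was 0.976 for B deficiency libraries 1 and 3 and 0.960 and 0.962 for library 2 with these. FPKM values are not read counts, so the paper's count test could not be repeated on them, and expression was compared with limma on log2(FPKM + 0.1) instead. The test covered the 28129 genes with a mean of at least 0.5 FPKM over the 6 libraries. A gene was called differentially expressed at an absolute log2 fold change of at least 1 and an adjusted p under 0.05 (Benjamini-Hochberg), the thresholds of the methods. A fold change on this scale understates the change of genes with low FPKM. Pear has many gene copies with similar sequence, among which RSEM divides reads by estimation, so the value of a single family member is less certain than that of a gene with no close copy.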

RNA-Seq generated more than 36.04 million raw reads for each sample. After quality control, a larger number of clean reads from 35.81 to 39.81 million were generated and the Q30 percentage was over 93.00% (Table 1). 

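The clean reads of Table 1 correspond to between 17908544 and 19909829 read pairs per library, with a median of 17942193 in B deficiency and 19901778 in the control. The deposited FPKM values give the number of mapped fragments only relative to each other. In a gene with few fragments, FPKM moves in steps of a fragment, and a step is smaller in a deeper library. Relative to B deficiency library 1, these steps gave a depth of 1.00 for B deficiency library 2 and 1.11 for library 3. For control libraries 1, 2 and 3, the relative depth was 1.09, 1.11 and 1.13. Each ratio rests on 8 to 20 genes with values between 0.3 and 5 FPKM that were listed at 0 in at least 2 libraries. The clean reads of Table 1, taken relative to B deficiency library 1, give 1.00 and 1.11 for B deficiency libraries 2 and 3 and 1.11 for each control library. The depth behind the FPKM values thus differed little between the groups, and B deficiency libraries 1 and 2 were the shallower ones.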

Among all the libraries, the GC content was approximately 46.50%, and 91.39–91.90% of unique reads were mapped to the *P. bretschneideri* genome (Table 1). A total of 1230 genes in B deficiency root tips were up-regulated and 642 genes were down-regulated (Figure 3A).

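In the deposited FPKM values, limma called 2305 of the 28129 genes tested, of which 1229 were higher and 1076 were lower in B deficiency than in the control. Without the minimum fold change, 7693 genes had an adjusted p under 0.05. In 12688 genes, 45.1% of those tested, every B deficiency library lay on the same side of every control library, against the 10% that chance gives, and 2301 of the called genes were among them. Of the genes of Table S1, 1770 were tested here. All 1770 changed in the direction of Table S1, and 1536 of them were called. The genes of Table S1 were chosen in the paper on these same libraries, so the shared direction is not independent evidence. The median log2 fold change over all genes tested was -0.05. Of the alternatives, the pseudocount moved the calls furthest at the same thresholds, since log2(FPKM + 1) gave 896 genes higher and 664 lower. With each library left out in turn, between 1889 and 2545 genes were called. The largest rise was in LOC125475567, described as a major allergen of the Mal d 1 family, which had 94.6 ± 8.51 FPKM in B deficiency and 0.163 ± 0.182 in the control (SD, n = 3 each; log2 fold change 8.75, standard error 0.484, adjusted p = 4.9e-05 from limma). LOC103936676, a cytochrome P450 87A3-like gene, had 54.7 ± 8.78 and 0.0433 ± 0.0451 FPKM (log2 fold change 8.62). LOC103943829, a hypothetical protein, had 59.7 ± 23.4 and 0.08 ± 0.0346 FPKM (log2 fold change 8.33). LOC125471861, a receptor-like protein kinase, had 37.3 ± 11.6 and 0.07 ± 0.07 FPKM (log2 fold change 7.82). The numbered locus novel3200 had 24.2 ± 10.2 FPKM in B deficiency and was listed at 0 in every control library. The 5 largest falls were all in numbered loci. The locus novel3314 had 0, 1.18 and 0 FPKM in the B deficiency libraries and 123 ± 4.74 in the control (log2 fold change -9.04, standard error 0.913, adjusted p = 0.000538 from limma), and novel1000 had 0.44 ± 0.387 and 116 ± 3.13 FPKM (log2 fold change -8.23). The loci novel989, novel627 and novel31 were listed at 0 in every B deficiency library and had 35.1 ± 20.3, 19.5 ± 9.82 and 15.2 ± 1.29 FPKM in the control.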

All DEGs from the libraries were subjected to GO functional annotation and KEGG pathway enrichment analysis. In the GO database, signal transduction was the most enriched in the “biological process” category; cell wall and apoplast were the most enriched in the “cellular component” category; and heme binding and oxidoreductase were the most enriched in the “molecular function” category (Figure 3B). 

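GO terms were taken from the annotation in the deposited table, where 21132 of the genes tested and 1603 of the called genes carry a term. Of 1200 terms with at least 5 genes tested, 33 had an adjusted p under 0.05 (1-sided Fisher's exact test with Benjamini-Hochberg adjustment). In the "biological process" category, signal transduction ranked first by p, with 75 called genes of 351 tested (2.82-fold over-representation, adjusted p = 8.38e-14). Of these 75 genes, 67 have a disease resistance description or a TIR or NB-ARC domain, the parts that mark immune receptors of the NLR type. Without genes of this kind, the term had 8 called genes of 85 tested (1.30-fold, adjusted p = 1). In the "cellular component" category, cell wall ranked first with 41 of 173 genes (3.12-fold, adjusted p = 1.11e-08) and apoplast second with 33 of 140 genes (3.11-fold, adjusted p = 5.83e-07). In the "molecular function" category, ADP binding ranked first with 100 of 444 genes (2.97-fold, adjusted p = 1.95e-20). Heme binding ranked 4th with 52 of 299 genes (2.29-fold, adjusted p = 2.03e-06). Oxidoreductase activity ranked 7th with 60 of 421 genes (1.88-fold, adjusted p = 0.000164). Its narrower term for action on paired donors ranked 9th with 34 of 205 genes (2.19-fold, adjusted p = 0.001). The last term depended on the setting, with an adjusted p of 0.139 against all annotated genes as the background and 0.0704 for the genes called with log2(FPKM + 1).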

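The deposited table assigns 6487 of the genes tested, and 414 of the called genes, to a KEGG pathway. Of 130 pathways with at least 5 genes tested, 15 had an adjusted p under 0.05 (1-sided Fisher's exact test with Benjamini-Hochberg adjustment). Phenylpropanoid biosynthesis ranked first, with 47 called genes of 195 tested, a 3.78-fold over-representation (adjusted p = 5.11e-14). Plant-pathogen interaction ranked 3rd with 41 of 260 genes (2.47-fold, adjusted p = 1.78e-06), and 4 of these 41 have a disease resistance description or a TIR or NB-ARC domain. Glutathione metabolism had 18 of 114 genes (2.47-fold, adjusted p = 0.00413). Pentose and glucuronate interconversions had 16 of 96 genes (2.61-fold, adjusted p = 0.00413), and its adjusted p was 0.167 against all annotated genes as the background. The MAPK signaling pathway of plants had 23 of 196 genes (1.84-fold, adjusted p = 0.0294). For this pathway the adjusted p passed 0.05 in several alternatives, with 0.0645 for log2(FPKM + 1), 0.124 without a minimum FPKM and 0.121 against all annotated genes. It was also above 0.05 without B deficiency library 2 (0.274), without control library 2 (0.0562) and without control library 3 (0.117). With the genes of Table S1 in place of the called genes, the MAPK signaling pathway passed (23 of 196 genes, adjusted p = 0.0106 from Fisher's exact test).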

In the KEGG pathway analysis, the DEGs were involved in five enriched pathways: phenylpropanoid biosynthesis, plant–pathogen interaction, MAPK signaling pathway-plant, glutathione metabolism, and pentose and glucuronate interconversions (Figure 3C).

To confirm the accuracy of the libraries, DEGs from Table 2, Table 3 and Table 4 were selected to analyze expression by qRT-PCR. The result of qRT-PCR analysis showed the expression of DEGs were consistent with that obtained from high-throughput sequencing (Figure S1).

#### 3.1.4. The Expression of Aquaporin Genes under B Deficiency

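Aquaporins of the tonoplast (TIP) and NOD26-like (NIP) types are membrane channels for water and small molecules, and Table 2 lists 9 TIP and 4 NIP genes. NIP5-1 (LOC103962656) had 92.9 ± 15.2 FPKM in B deficiency and 15.9 ± 1.03 FPKM in the control (SD, n = 3 each), a log2 fold change of 2.53 (standard error 0.116, adjusted p = 2.57e-05 from limma). With each library left out in turn, this fold change stayed between 2.40 and 2.61. TIP4-1-like (LOC103937833) had 4.85 ± 0.147 FPKM in B deficiency and 1.11 ± 0.54 FPKM in the control (log2 fold change 2.12, standard error 0.291, adjusted p = 0.00207 from limma), and its fold change stayed between 1.90 and 2.46. These were the only called genes of the 13, both in all 6 fits with a library left out. The second NIP5-1 gene, LOC103950753, had 49.6 ± 14.1 and 32.2 ± 0.932 FPKM, and its log2 fold change of 0.59 (adjusted p = 0.0429) was under the minimum fold. The other 8 TIP genes had log2 fold changes from -0.54 to 0.54, and the other NIP genes had -0.79 for LOC103944046 and -0.38 for LOC125477097. Of the TIP genes, 5 had an adjusted p under 0.05 over all genes tested and 6 when adjusted over the list alone, and of the NIP genes 3 had one in both cases.

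**Figure D1:**
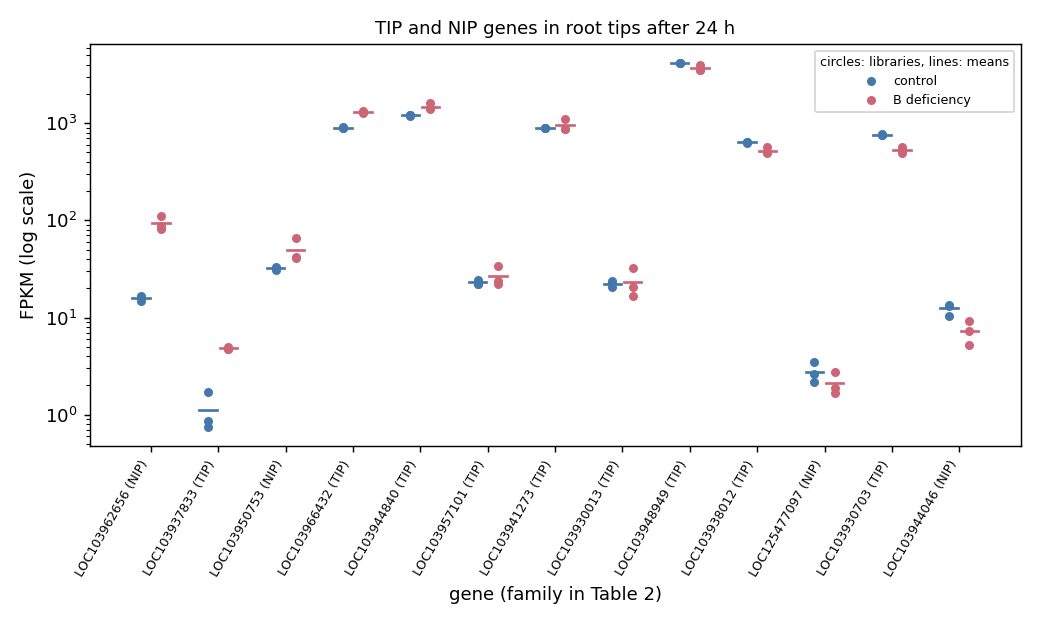
FPKM of the 13 TIP and NIP genes of Table 2 in the 3 control and 3 B deficiency libraries, on a log axis, with the mean of each group as a line. NIP5-1 (LOC103962656) and TIP4-1-like (LOC103937833) show the widest gaps between the groups, and the most expressed TIP gene, LOC103948949, has 3661 FPKM in B deficiency and 4175 FPKM in the control.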

As shown in Table 2, several TIP and NIP genes were identified, the expression of TIP4-1-like (LOC103937833) and NIP5-1 (LOC103962656) were significantly up-regulated.

#### 3.1.5. The Gene Expression in ABA Biosynthesis Pathway under B Deficiency

After short B deficiency treatment, the gene expression of two ZEP (LOC103937745 and LOC103945929) and one NCED (LOC103957334) genes were up-regulated (Figure 4, Table 3). 

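ZEP encodes zeaxanthin epoxidase and NCED encodes 9-cis-epoxycarotenoid dioxygenase, enzymes of the route to ABA. The ZEP gene LOC103945929 had 3.34 ± 0.525 FPKM in B deficiency and 1.54 ± 0.0907 FPKM in the control (SD, n = 3 each), a log2 fold change of 1.06 (standard error 0.168, adjusted p = 0.0038 from limma). It was not called with log2(FPKM + 1) (0.77) or without B deficiency library 3 (0.94). The ZEP gene LOC103937745 had 0.583 ± 0.0808 and 0.223 ± 0.111 FPKM and lay under the minimum mean of 0.5 FPKM, and the fit without this minimum gave a log2 fold change of 1.13 (standard error 0.326, adjusted p = 0.0459). The NCED gene LOC103957334 had 1.12 ± 0.257 FPKM in B deficiency and 0.393 ± 0.112 FPKM in the control (log2 fold change 1.31, standard error 0.332, adjusted p = 0.0249). In each of these 3 genes, every B deficiency library was above every control library. The call of the NCED gene was lost with log2(FPKM + 1) (log2 fold change 0.60), without B deficiency library 1 (adjusted p = 0.0537) and without control library 2 (0.0587) or 3 (0.0666). It was also lost with the replicate number added to the fit as a block (adjusted p = 0.0501). The ZEP gene LOC103956812 and the NCED gene LOC125476311 were not called, with log2 fold changes of -0.09 and -0.21. LOC103935979, an NCED gene in Table 3, is described in the deposited table as a 1-deoxy-D-xylulose 5-phosphate reductoisomerase. It had 0.383 ± 0.154 and 1.13 ± 0.549 FPKM (log2 fold change -1.27, adjusted p = 0.0889), and it was called lower without control library 1 (-1.72, adjusted p = 0.0316).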

The expression of BCH, VDE, ABA2 and AAO genes had no significant changes after B deficiency treatment.

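No BCH, VDE, ABA2 or AAO gene of Table 3 passed both thresholds. The BCH genes LOC103958212 and LOC103964324 had log2 fold changes of -0.20 (adjusted p = 0.223 from limma) and 0.29 (adjusted p = 0.0356). The VDE gene LOC103968091 had 5.28 ± 1.28 FPKM in B deficiency and 5.09 ± 0.309 FPKM in the control (SD, n = 3 each; log2 fold change 0.02, adjusted p = 0.947). Of the ABA2 genes, LOC103957656 had a log2 fold change of -0.24 (adjusted p = 0.357). LOC125478256 fell from 25.1 ± 0.638 to 15.3 ± 1.19 FPKM, a log2 fold change of -0.71 with a standard error of 0.0765 and an adjusted p of 0.000689. The AAO gene LOC103937039 fell from 11.1 ± 0.597 to 6.37 ± 0.277 FPKM (log2 fold change -0.79, standard error 0.0863, adjusted p = 0.000739). In these genes the fall was larger than the spread between libraries but smaller than the minimum fold. The BCH gene LOC103953392 and the ABA2 gene LOC103945571 were listed at 0 in all 6 libraries.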

#### 3.1.6. The Gene Expression in JA Biosynthesis Pathway under B Deficiency

The gene expression of LOX, AOS and OPR, which are involved in the JA biosynthesis pathway, were changed after short B deficiency treatment. In detail, the expression of LOX 3-1 (LOC103941411), LOX 3-1-like (LOC125471779), AOS 3-like (LOC103942464) and OPR 11 (LOC103952517) were up-regulated (Figure 5, Table 4). 

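LOX, AOS and OPR encode lipoxygenase, allene oxide synthase and 12-oxophytodienoate reductase, which act one after another in JA synthesis. LOX 3-1 (LOC103941411) had 28.4 ± 11.4 FPKM in B deficiency and 12.6 ± 0.151 FPKM in the control (SD, n = 3 each), a log2 fold change of 1.10 (standard error 0.236, adjusted p = 0.0136 from limma). B deficiency library 2 had 41.6 FPKM, against 21.5 and 22.1 in libraries 1 and 3, and without it the log2 fold change was 0.79. With a control library left out, the adjusted p of this gene was between 0.0511 and 0.0531. LOX 3-1-like (LOC125471779) had 41.5 ± 8.82 and 18.3 ± 0.72 FPKM (log2 fold change 1.16, standard error 0.138, adjusted p = 0.00107), and 0.99 without B deficiency library 2. AOS 3-like (LOC103942464) had 1.52 ± 0.863 and 0.29 ± 0.0954 FPKM (log2 fold change 1.96, standard error 0.437, adjusted p = 0.0155), and its log2 fold change was 0.91 with log2(FPKM + 1). Without control library 1 the adjusted p of AOS 3-like was 0.0534. OPR 11 (LOC103952517) had 0.813 ± 0.393 FPKM in B deficiency and 0.13 ± 0.115 FPKM in the control and lay under the minimum mean of 0.5 FPKM. The fit without this minimum gave it a log2 fold change of 2.04 (standard error 0.558, adjusted p = 0.0383). In all 4 genes every B deficiency library was above every control library. The other OPR genes of Table 4 had log2 fold changes from -1.86 to 0.09, and none was called. LOC103951930, described as 12-oxophytodienoate reductase 3, fell from 122 ± 4.93 to 75.6 ± 2.14 FPKM (log2 fold change -0.69, adjusted p = 0.000159). LOC125478814, with the same description, had 29.5 ± 2.79 FPKM in B deficiency and 35.3 ± 1.36 FPKM in the control (log2 fold change -0.26, adjusted p = 0.0483 from limma). LOC103952514 had 65.0, 12.4 and 9.94 FPKM in the control libraries and 5.57 ± 1.31 FPKM in B deficiency (log2 fold change -1.86, adjusted p = 0.0734), and without control library 1 it was called lower at -1.01 (adjusted p = 0.0303). The other AOS genes tested, LOC103954131 and LOC103955456, had log2 fold changes of -0.24 and 0.01. Their means were 17.4 and 145 FPKM in B deficiency and 20.7 and 140 FPKM in the control, far above those of AOS 3-like. In its discussion the paper proposes that more JA and ABA may help P. betulaefolia take up boron and limit damage from reactive oxygen species. It rests this on some JA and ABA synthesis genes being higher and on the higher contents of both hormones (Figure 2). Earlier work on ABA, JA and boron uptake in other plants is also cited.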

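AOC encodes allene oxide cyclase, which acts between AOS and OPR in JA synthesis. The AOC gene LOC103929185 had 199 ± 6.25 FPKM in B deficiency and 196 ± 1.89 FPKM in the control (SD, n = 3 each; log2 fold change 0.02, adjusted p = 0.772 from limma). LOC103947146 had 376 ± 6.01 and 438 ± 16.5 FPKM (log2 fold change -0.22, standard error 0.0476, adjusted p = 0.0139). LOC103947801 had 68.7 ± 3.97 and 137 ± 5.37 FPKM (standard error of the log2 fold change 0.0606, adjusted p = 6.5e-05), and it was called lower. Its fold lies just past the minimum of 1, and with median-of-ratios scaling between libraries it was -0.95 and not called. With log2(FPKM + 1), without B deficiency library 1 and without control library 1 or 3 it was not called either, with log2 fold changes between -0.99 and -0.95.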

The expression of AOC genes had no significant changes after B deficiency treatment.

#### 3.1.7. The Differentially Expressed Transcription Factor Genes Response to Short Term B Deficiency

As showed in Table 5, the transcription factor genes of 9 MYB genes (LOC103953105, LOC103941953, LOC103946050, LOC103937539, LOC103959532, LOC125472789, LOC125477110, LOC103944477 and LOC103931986), 14 WRKY genes (LOC103958164, LOC103952502, LOC103964384, LOC103943771, LOC103940628, LOC125473081, LOC125469162, LOC103953687, LOC103956875, LOC103951248, LOC103945359, LOC103953663, LOC125468857 and LOC103941856), 5 bHLH genes (LOC103929974, LOC103941211, LOC103945773, LOC103958789 and LOC125475930) and 10 ERF genes (LOC103947947, LOC103950248, LOC103955515, LOC103932979, LOC103929680, LOC103928186, LOC103941900, LOC103935996, LOC103959790 and LOC103953878) were significantly up-regulated under the short B deficiency treatment.

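Of the 38 transcription factor genes of Table 5, 36 were called higher in B deficiency. In all 38, every B deficiency library was above every control library and the adjusted p was under 0.05 (limma), over all genes tested as well as adjusted over the list alone. The list was chosen in the paper on these same libraries, so the second adjustment is not independent evidence. All 10 ERF genes were called, with log2 fold changes from 1.14 to 3.80 and a median of 2.42. The largest was in LOC103947947, which rose from 0.917 ± 0.436 FPKM to 13.2 ± 0.941 FPKM (SD, n = 3 each; standard error 0.301, adjusted p = 0.00019). Of the 14 WRKY genes, 13 were called, with a median log2 fold change of 1.44 over the 14. LOC103958164, a probable WRKY transcription factor 53, rose from 0.223 ± 0.0451 to 2.48 ± 0.221 FPKM (log2 fold change 3.00, standard error 0.261, adjusted p = 0.000272). LOC103941856 had a log2 fold change of 0.99 (adjusted p = 0.00575), just under the minimum, and was called with median-of-ratios scaling (1.04). Of the 9 MYB genes, 8 were called, and LOC103953105, described as MYB108, had the largest log2 fold change of 2.90 (standard error 0.493, adjusted p = 0.0051). LOC103931986 had 0.86 (adjusted p = 0.0359). All 5 bHLH genes were called, with log2 fold changes from 1.17 to 2.48. Genes near 1 FPKM were the least certain. The MYB gene LOC103937539 and the ERF gene LOC103953878 were each called in 1 of the 6 fits with a library left out, the WRKY gene LOC103956875 in 2 and the WRKY gene LOC103951248 in 3.

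**Figure D2:**
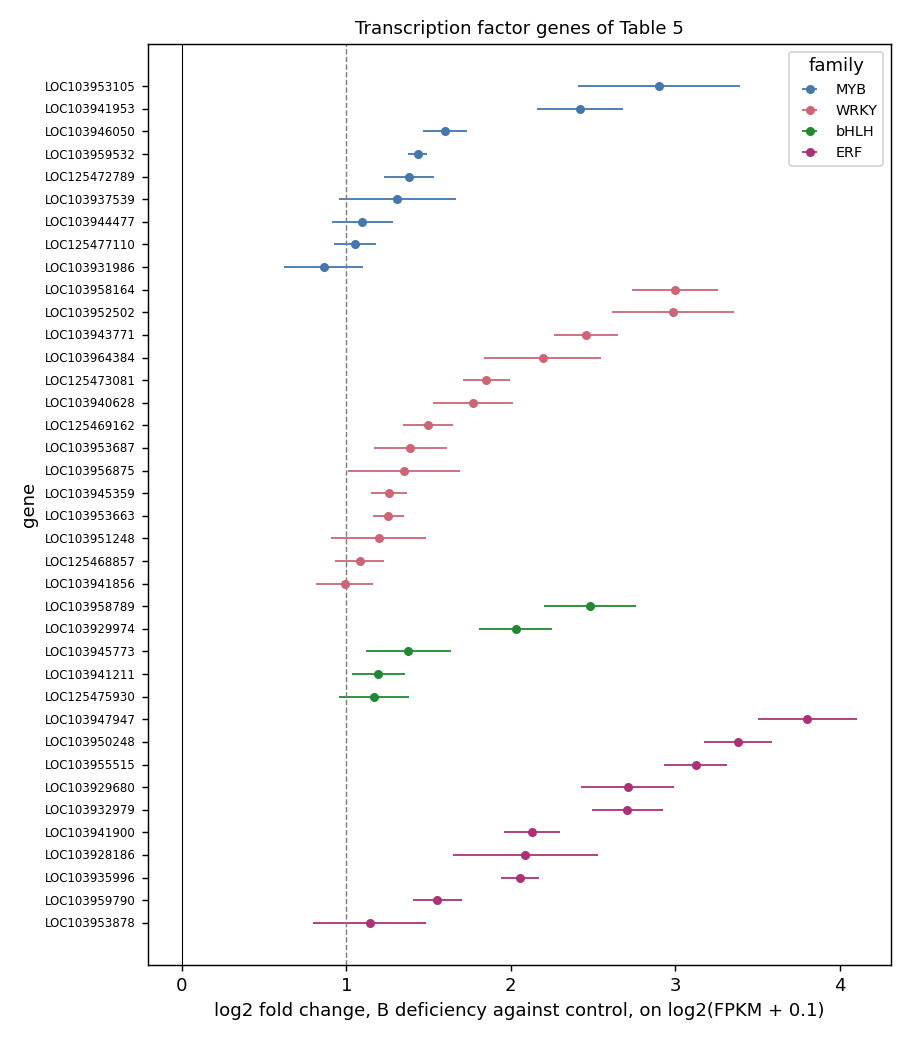
Log2 fold change of the 38 transcription factor genes of Table 5 on the log2(FPKM + 0.1) scale, with the standard error from limma as bars, by family. The dashed line marks a log2 fold change of 1, and only LOC103931986 and LOC103941856 lie to its left.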

## 4. Discussion

Boron (B) is an important micronutrient for higher plants, and B deficiency is a worldwide nutrition problem [1]. Previous studies have shown that B deficiency severely alters plant morphology and physiology processes. B deficiency inhibits the root growth and leaf expansion and affects photosynthesis, carbohydrate metabolism and protein synthesis, influences the stabilization of the cell membrane and cell wall and decreases the pectin content [2]. B forms can be divided into three B pools: free B, which exists extracellularly, semi-bound B that is mainly combined with entocyte, and bound B that is mainly bound to cell wall structures [8]. In this study, we found the leaves contain more bound B than other parts because of a higher pectin content that combined with B which involved in cell wall construction in leaves. The roots, stem base and petiole have high free B due to these organs are the main part of B absorption, transport and allocation, respectively. In whole plant, the bound B has the highest concentration (more than 50%) and followed by free B and semi-bound B. Moreover, Wang et al. suggest that B efficient rootstock enhanced the transport of available B (free B and semi-bound B) into leaves, and that scion employed more available B to be involved in metabolism and to synthesize the cell wall under B-limited conditions [8]. In the current study, the concentration of free B was significantly decreased in roots after short B deficiency treatment, it suggested that the roots are the most sensitive to B deficiency, and free B content decreased first while compared with other B forms, the free B may transport to the aboveground organization.

Roots uptake B from environment and transport it to the aerial part. The process of uptake can take place passively under B efficiency or through active transport under B deficiency. Belonging to the major intrinsic protein families (MIPs), aquaporins are a kind of specific protein that can mediate the passive diffusion of water and the transport of some small molecules [21,22]. NIP5-1, which belongs to NOD26-like intrinsic proteins, which is a kind of aquaporin, had been confirmed to be involved in B absorption. The *AtNIP5-1* localizes in the epidermis, cortex and endodermis in roots, which are over expressed in the apical elongation zones and root hair regions under B deficiency to enhance B absorption. Mutants of *AtNIP5-1* showed a decrease in B absorption, suggesting the *AtNIP5-1* is a major B absorption channel [23,24]. As shown in Table 2, we found the *NIP5-1* expression was up-regulated after 24 h B deficiency, suggesting the *NIP5-1* in *P. betulaefolia* may play an important role in B absorption under B deficiency. To date, some regulated B transport-related genes have been reported in plants. For instance, the expression of WRKY transcription factors was up-regulated, which is consist with the expression of NIP5;1 in the *B. vulgaris* seedlings under the B deficiency condition [16]. Low B induced the promoter activity of WRKY6 around the root tip, and functional loss of WRKY6 decreased root elongation under B deficiency in *Arabidopsis* [17]. In *B. napus*, transcription factor *BnaA9.WRKY47* contributes to the adaptation of *B. napus* to low boron stress by up-regulating the boric acid channel gene *BnaA3.NIP5-1* [25]. Moreover, Feng et al. found that repression of transcription factor *AtWRKY47* confers tolerance to boron toxicity in *A. thaliana* [26]. In this study, some *PbWRKYs* were identified; however, whether they can regulate *PbNIP5-1* expression to improve the B uptake in pear rootstock needs further study in the future.

A change in phytohormones is one of the most significantly adaptive strategies used by plants in their response to adverse conditions. Levels of JA often increase following exposure to a number of biotic and abiotic stresses, which is consistent with the role of JA in mediating various defense responses [27]. Jasmonate-mediated growth inhibition promotes plant adaptation to B deficiency. Transcriptomic studies have revealed that B deficiency activates the transcription of JA biosynthesis and signaling genes in *Arabidopsis* [12], *B. napus* [13] and *Pisum sativum* [28]. The JA signaling pathway is activated in response to the accumulation of ROS under B deficiency stress [12]. Several sources of oxidative stress stimulate JA accumulation and JA signaling, which are considered to be involved in the containment of lesions that form in response to ROS [12]. Moreover, ABA is a major player in mediating plant adaptation to stress and is induced by a number of abiotic stresses. Peng et al. also found the key enzyme genes ZEP and NCED were significantly induced by boron deficiency [12]. ABA can accelerate cell senescence, thereby promoting nutrient recycling, which relieves the inhibition of boron deficiency on plant growth. In the current study, some JA and ABA synthesis genes were also up-regulated by B deficiency, which is consistent with the increased content of JA and ABA. Additionally, Gomez-Soto reported that ABA treatment increased *AtNIP5-1* activity and induced B uptake [29]. Taken together, it suggests that *P. betulaefolia* may improve its adaptive ability to boron deficiency by increasing JA and ABA synthesis to promote boron uptake and relieve ROS damage.

## Figures and Tables

**Figure 1:**
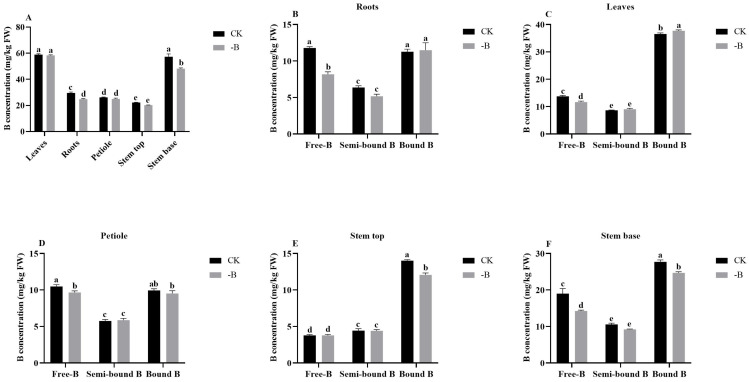
Total B concentration in *P. betulaefolia* under B-deficient conditions. (**A**) Total B concentration in different tissues. (**B**–**F**) refer to three B forms in different tissues. Values are means of three replicates ± SE. Bars with different letters indicate significant differences for the same B level at *p* < 0.05.

**Figure 2:**
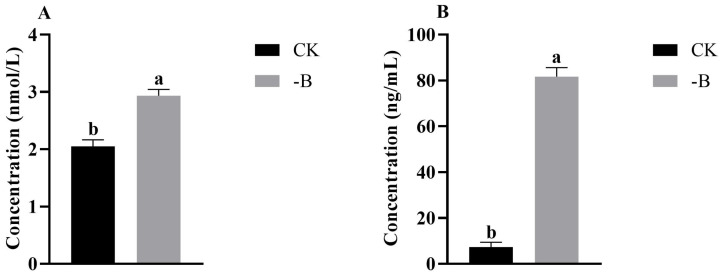
JA (**A**) and ABA (**B**) content in *P. betulaefolia* root under B-deficient conditions. Values are means of three replicates ± SE. Bars with different letters indicate significant differences at *p* < 0.05.

**Figure 3:**
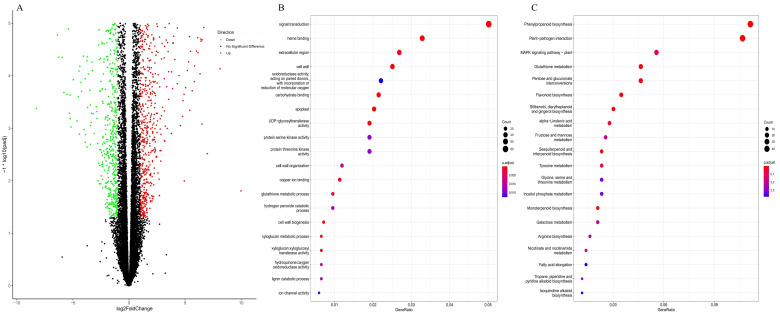
Transcriptome sequencing analysis of different expressed genes (DEGs) in *P. betulaefolia* root under 24 h B-deficiency treatment. (**A**) refer to volcano plot of DEGs; (**B**,**C**) refer to GO and KEGG analysis.

**Figure 4:**
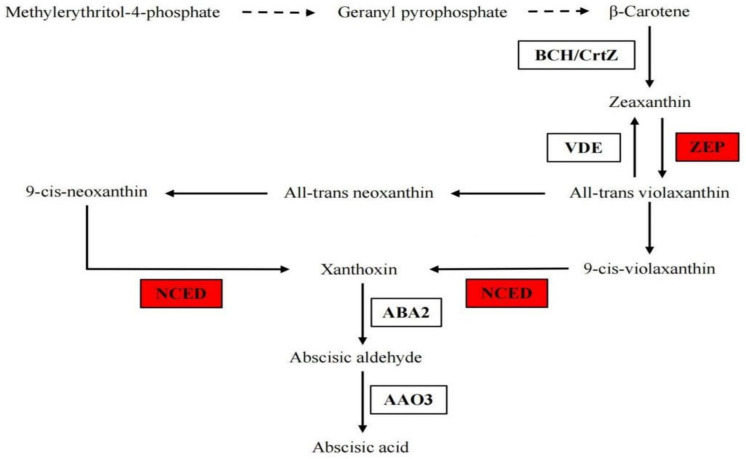
Differentially expressed genes involved in ABA synthesis. Red refers to the significantly up-regulated genes. BCH/CrtZ (β–Carotene hydroxylase); ZEP (Zeaxanthin epoxidase); VDE (Violaxanthin de-epoxidase); NCED (9–cis–epoxycarotenoid dioxygenase); ABA2 (Xanthoxin dehydrogenase); AAO (Abscisic-aldehyde oxidase).

**Figure 5:**
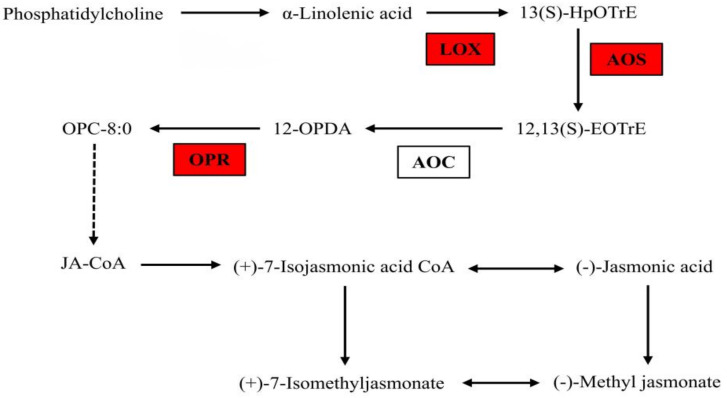
Differentially expressed genes involved in JA synthesis. Red refers to the significantly up-regulated genes. LOX (lipoxygenase); AOS (allene oxide synthase); AOC (allene oxide cyclase); OPR (12−oxophytodienoic acid reductase).

**Table 1:** Summary of transcriptome sequencing data of all libraries. B1–B3 refer to three B-deficient replicates; CK1-CK3 refer to three B-adequate replicates.

Samples	Raw Reads	Clean Reads	Q20 (%)	Q30 (%)	GC Content (%)	Total Map
B1	36,056,316	35,817,088	97.48	92.83	46.70	19,854,248 (91.74%)
B2	36,047,720	35,884,386	97.93	93.82	46.90	19,901,778 (91.90%)
B3	40,023,668	39,819,658	97.98	93.99	46.70	19,905,043 (91.79%)
CK1	39,896,460	39,708,496	97.92	93.81	46.65	17,908,544 (91.39%)
CK2	40,025,276	39,803,556	97.67	93.25	46.67	17,942,193 (91.83%)
CK3	40,046,248	39,810,086	97.75	93.42	46.67	19,909,829 (91.57%)

**Table 2:** Expression levels of aquaporin genes.

Gene Description	Log_2_^Fold Change^	ID
TIP	2.18	LOC103937833
	0.11	LOC103930013
	−0.48	LOC103930703
	−0.24	LOC103938012
	0.10	LOC103941273
	0.34	LOC103944840
	−0.14	LOC103948949
	0.26	LOC103957101
	0.60	LOC103966432
NIP	2.60	LOC103962656
	−0.72	LOC103944046
	0.67	LOC103950753
	−0.34	LOC125477097

**Table 3:** Expression levels of ABA synthesis genes. NE refer to not expressed.

Gene Description	Log_2_^Fold Change^	ID
ZEP	1.44	LOC103937745
	1.17	LOC103945929
	−0.02	LOC103956812
	NE	LOC125470765
NCED	1.55	LOC103957334
	−0.16	LOC125476311
	−0.15	LOC103935979
	NE	LOC103955326
BCH	−0.14	LOC103958212
	0.34	LOC103964324
	NE	LOC103953392
VDE	0.11	LOC103968091
ABA2	−0.17	LOC103957656
	−0.60	LOC125478256
	NE	LOC103945571
	NE	LOC125478257
AAO	−0.75	LOC103937039
	ND	LOC103929500

**Table 4:** Expression levels of JA synthesis genes. NE refer to not expressed.

Gene Description	Log_2_^Fold Change^	ID
LOX	1.23	LOC103941411
	1.24	LOC125471779
	NE	LOC103931981
	NE	LOC103944208
OPR	2.69	LOC103952517
	−0.64	LOC103951930
	0.23	LOC103952512
	−0.74	LOC103952514
	0.06	LOC103952519
	−0.14	LOC103952523
	−0.21	LOC125478814
AOS	−0.19	LOC103954131
	0.10	LOC103955456
	2.44	LOC103942464
	NE	LOC103930300
AOC	0.07	LOC103929185
	−0.17	LOC103947146
	−0.93	LOC103947801

**Table 5:** Expression levels of transcription factor genes.

Function	Log_2_^Fold Change^	ID
MYB	3.53	LOC103953105
	2.58	LOC103941953
	1.65	LOC103946050
	1.61	LOC103937539
	1.49	LOC103959532
	1.47	LOC125472789
	1.24	LOC125477110
	1.19	LOC103944477
	1.02	LOC103931986
WRKY	3.52	LOC103958164
	3.37	LOC103952502
	2.59	LOC103964384
	2.56	LOC103943771
	2.08	LOC103940628
	1.93	LOC125473081
	1.58	LOC125469162
	1.55	LOC103953687
	1.53	LOC103956875
	1.35	LOC103951248
	1.33	LOC103945359
	1.31	LOC103953663
	1.15	LOC125468857
	1.06	LOC103941856
bHLH	2.20	LOC103929974
	1.28	LOC103941211
	1.55	LOC103945773
	2.69	LOC103958789
	1.29	LOC125475930
ERF	3.90	LOC103947947
	3.54	LOC103950248
	3.26	LOC103955515
	2.84	LOC103932979
	2.83	LOC103929680
	2.35	LOC103928186
	2.22	LOC103941900
	2.13	LOC103935996
	1.63	LOC103959790
	1.28	LOC103953878

## Data Availability

Transcriptome data were published on NCBI (Accession number: GSE218373).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/genes14040817/s1. Figure S1: qRT-PCR validation of DEGs; Table S1: List of all DEGs; Table S2: List of primers.

## References

[1] Rerkasem B., Jamjod S., Pusadee T. (2020). Productivity limiting impacts of boron deficiency, a review. Plant Soil.

[2] Reid R. (2014). Understanding the boron transport network in plants. Plant Soil.

[3] Shireen F., Nawaz M.A., Chen C., Zhang Q.K., Zheng Z.H., Sohail H., Sun J.Y., Cao H.S., Huang Y., Bie Z.L. (2018). Boron: Functions and Approaches to Enhance Its Availability in Plants for Sustainable Agriculture. Int. J. Mol. Sci..

[4] Wang N.N., Yang C.Q., Pan Z.Y., Liu Y.Z., Peng S.A. (2015). Boron deficiency in woody plants: Various responses and tolerance mechanisms. Front. Plant Sci..

[5] Yang C.Q., Liu Y.Z., An J.C., Li S., Jin L.F., Zhou G.F., Wei Q.J., Yan H.Q., Wang N.N., Fu L.N. (2013). Digital Gene Expression Analysis of Corky Split Vein Caused by Boron Deficiency in ‘Newhall’ Navel Orange (*Citrus sinensis* Osbeck) for Selecting Differentially Expressed Genes Related to Vascular Hypertrophy. PLoS ONE.

[6] Sutinen S., Vuorinen M., Rikala R. (2006). Developmental disorders in buds and needles of mature Norway spruce, *Picea abies* (L.) Karst., in relation to needle boron concentrations. Trees-Struct. Funct..

[7] Mei L., Li Q.H., Wang H., Sheng O., Peng S.A. (2016). Boron deficiency affects root vessel anatomy and mineral nutrient allocation of *Poncirus trifoliata* (L.) Raf. Acta Physiol. Plant..

[8] Wang N.N., Yan T.S., Fu L.N., Zhou G.F., Liu Y.Z., Peng S.A. (2014). Differences in boron distribution and forms in four citrus scion-rootstock combinations with contrasting boron efficiency under boron-deficient conditions. Trees-Struct. Funct..

[9] Liu G.D., Jiang C.C., Wang Y.H. (2011). Distribution of boron and its forms in young “Newhall” navel orange (*Citrus sinensis* Osb.) plants grafted on two rootstocks in response to deficient and excessive boron. Soil Sci. Plant Nutr..

[10] Hanaoka H., Uraguchi S., Takano J., Tanaka M., Fujiwara T. (2014). *OsNIP3;1*, a rice boric acid channel, regulates boron distribution and is essential for growth under boron-deficient conditions. Plant J..

[11] Miwa K., Takano J., Fujiwara T. (2006). Improvement of seed yields under boron-limiting conditions through overexpression of BOR1, a boron transporter for xylem loading, in *Arabidopsis thaliana*. Plant J..

[12] Peng L.S., Zeng C.Y., Shi L., Cai H.M., Xu F.S. (2012). Transcriptional Profiling Reveals Adaptive Responses to Boron Deficiency Stress in *Arabidopsis*. Z. Fur Nat. Sect. C-A J. Biosci..

[13] Zhou T., Hua Y.P., Huang Y.P., Ding G.D., Shi L., Xu F.S. (2016). Physiological and Transcriptional Analyses Reveal Differential Phytohormone Responses to Boron Deficiency in *Brassica napus* Genotypes. Front. Plant Sci..

[14] Eggert K., von Wiren N. (2017). Response of the plant hormone network to boron deficiency. New Phytol..

[15] Gonzalez-Fontes A., Rexach J., Quiles-Pando C., Begona Herrera-Rodriguez M., Camacho-Cristobal J.J., Teresa Navarro-Gochicoa M. (2013). Transcription factors as potential participants in the signal transduction pathway of boron deficiency. Plant Signal. Behav..

[16] Song X., Wang X., Song B., Wu Z., Zhao X., Huang W., Riaz M. (2021). Transcriptome analysis reveals the molecular mechanism of boron deficiency tolerance in leaves of boron-efficient *Beta vulgaris* seedlings. Plant Physiol. Biochem..

[17] Kasajima I., Ide Y., Hirai M.Y., Fujiwara T. (2010). WRKY6 is involved in the response to boron deficiency in *Arabidopsis thaliana*. Physiol. Plant..

[18] Huang Y.P., Wang S.L., Wang C., Ding G.D., Cai H.M., Shi L., Xu F.S. (2021). Induction of jasmonic acid biosynthetic genes inhibits *Arabidopsis* growth in response to low boron. J. Integr. Plant Biol..

[19] Du C.W., Wang Y.H., Xu F.S., Yang Y.H., Wang H.Y. (2002). Study on the physiological mechanism of boron utilization efficiency in rape cultivars. J. Plant Nutr..

[20] Livak K.J., Schmittgen T.D. (2001). Analysis of relative gene expression data using real-time quantitative PCR and the 2(T)(-Delta Delta C) method. Methods.

[21] Tanaka M., Fujiwara T. (2008). Physiological roles and transport mechanisms of boron: Perspectives from plants. Pflug. Arch.-Eur. J. Physiol..

[22] Li G.W., Santoni V., Maurel C. (2014). Plant aquaporins: Roles in plant physiology. Biochim. Biophys. Acta-Gen. Subj..

[23] Takano J., Wada M., Ludewig U., Schaaf G., von Wiren N., Fujiwara T. (2006). The Arabidopsis major intrinsic protein NIP5;1 is essential for efficient boron uptake and plant development under boron limitation. Plant Cell.

[24] Wang S.L., Yoshinari A., Shimada T., Hara-Nishimura I., Mitani-Ueno N., Ma J.F., Naito S., Takano J. (2017). Polar Localization of the NIP5;1 Boric Acid Channel Is Maintained by Endocytosis and Facilitates Boron Transport in *Arabidopsis* Roots. Plant Cell.

[25] Feng Y.N., Cui R., Wang S.L., He M.L., Hua Y.P., Shi L., Ye X.S., Xu F.S. (2020). Transcription factor *BnaA9.WRKY47* contributes to the adaptation of *Brassica napus* to low boron stress by up-regulating the boric acid channel gene *BnaA3.NIP5;1*. Plant Biotechnol. J..

[26] Feng Y.N., Cui R., Huang Y.P., Shi L., Wang S.L., Xu F.S. (2021). Repression of transcription factor *AtWRKY47* confers tolerance to boron toxicity in *Arabidopsis thaliana*. Ecotoxicol. Environ. Saf..

[27] Noriega G., Cruz D.S., Batlle A., Tomaro M., Balestrasse K. (2012). Heme Oxygenase is Involved in the Protection Exerted by Jasmonic Acid Against Cadmium Stress in Soybean Roots. J. Plant Growth Regul..

[28] Chen X., Humphreys J.L., Ru Y.Q., He Y.T., Wu F.H., Mai J.W., Li M., Li Y.L., Shabala S., Yu M. (2022). Jasmonate signaling and remodeling of cell wall metabolism induced by boron deficiency in pea shoots. Environ. Exp. Bot..

[29] Gomez-Soto D., Galvan S., Rosales E., Bienert P., Abreu I., Bonilla I., Bolanos L., Reguera M. (2019). Insights into the role of phytohormones regulating p*AtNIP5;1* activity and boron transport in *Arabidopsis thaliana*. Plant Sci..

How the deposited data were processed for this re-analysis (not part of the article)

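Root tips of P. betulaefolia were sampled after 24 h without boron or with 0.045 mM boron, and 3 libraries per group were sequenced. Each library was assigned to its group and replicate number from the sample labels. The columns of the B deficiency libraries carry the same names as the labels. The control columns are numbered 1 to 3, as in Table 1, and were matched to the labels by replicate number, since the labels also letter these libraries a to c. The authors filtered the reads, mapped them with STAR to the P. bretschneideri genome and estimated expression with RSEM, and the deposited values are FPKM. The annotation release is not given in the sources used here. The authors deposited these FPKM values in 2 tables, 1 of them with descriptions, GO terms, KEGG pathways and protein domains added, and the 6 library columns were identical in both. The annotated table also holds 1010760 spreadsheet lines with no gene and 4 columns of group means and ratios, which were not used. All columns of single libraries were assigned to a sample. Chromosome positions were not used here, and no coordinates are given.

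Expression was compared with limma (version 3.58.1, in R 4.3.3; lmFit, then eBayes with a trend on mean expression) on log2(FPKM + 0.1), as B deficiency minus control, with no covariate and with Benjamini-Hochberg adjustment over the 28129 genes with a mean FPKM of at least 0.5. The thresholds were those of the paper, an absolute log2 fold change of at least 1 and an adjusted p under 0.05. The paper's own test was DESeq2 on counts, which were not used here. The limma step was tested on simulated data for the same comparison, in which 200 of the 28129 genes were changed by known folds. It recovered 200 of them and called 1 unchanged gene. The changed genes had a mean of at least 1 FPKM and folds past the minimum. All genes shared the same dispersion and length, and no library lay apart from its group. The recovery thus does not show how the step performs for genes with lower FPKM, for folds near the minimum or with a deviating library.

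GO terms and KEGG pathways came from the deposited annotation, and each with at least 5 genes in the background was tested with a 1-sided Fisher's exact test (scipy 1.17.1) against all annotated genes tested. The background of the paper's enrichment is not named in its text. The description of a gene is the first entry given for it that is not a hypothetical protein, where there is one, a rule set after the descriptions were seen. Gene lists were matched on descriptions by patterns written before the data were examined. They covered 16 groups, namely boron transporters, aquaporins, ABA signalling, JA signalling, MYB, WRKY, bHLH, ERF, bZIP, pectin and cell wall, peroxidase, glutathione S-transferase, laccase, NLR disease resistance, circadian clock and photosynthesis. Descriptions of enhanced disease resistance proteins, and of W2 domain proteins in the bZIP list, were excluded after the descriptions had been seen and before any test. Lists were tested with limma's camera (preset correlation 0.01, 2-sided, adjusted over the 16 lists), with fry and with camera at an estimated correlation beside it. On/off genes were those with every library of a group at 0.05 FPKM or less and every library of the other at 1 FPKM or more.

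Genes named in the text were chosen by a rule set before the data were examined: the genes of Tables 2 to 5, the 5 largest rises and 5 largest falls among called genes whose groups do not overlap, every gene described as a boron transporter, the largest rise and fall of each list, and called members of 11 transcription factors that the paper names for boron. The values of Tables 2 to 5 and Table S1 had been seen when the rule was set. Of the 87 genes of Tables 2 to 5, 3 were not found in the deposited table, namely LOC125478257, LOC103929500 and LOC103944208, which the paper lists as not expressed or ND. Of the others, 76 were tested, 44 were called over all genes tested, and 46 were called when adjusted over the list alone.

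The FPKM values carry no counts, so no counting interval is given. The deposited values are rounded to 2 decimals, and for a gene near 0.5 FPKM a few fragments decide the value. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so p-values come from the model across all genes. The alternatives were another pseudocount, another minimum FPKM, median-of-ratios scaling, quantile normalization, no trend, library weights, the replicate number as a block, no minimum fold, other backgrounds and gene sets for the enrichment, fry, other limits for on/off genes, and each library left out in turn. DESeq2 on counts had also been planned in case counts were deposited and was not run. Random lists were 10000 lists matched on mean expression in 20 bins. Python 3.11.15, numpy 2.4.6 and pandas 2.3.3 were used for the other steps. Boron and hormone contents and the qRT-PCR were not analysed here.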

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

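The tests of the numbered loci, of too few fragments and of green tissue were chosen after the results were seen. The paper reports on none of the 4 groups of genes below as a group.

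Table S1 holds no numbered locus without an NCBI gene identifier, but 501 of the 2245 such loci tested were called, 176 higher and 325 lower. This is 22.3% of them, against 6.97% of the other genes. How these loci were defined is not stated in the sources used here.

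A total of 82 genes were on in every library of a group and off in every library of the other, 55 on in B deficiency only and 27 on in the control only. All 82 were called, and 25 are in Table S1. The group that expressed them had a median of 3.26 FPKM, and 12 of them reached a mean of 10 FPKM or more. Only 1 of the 10 splits of the libraries into 3 and 3, the real split, gave as many on/off genes, and the other 9 gave 0 to 4. Too few fragments behind low values are argued against as the cause, since fragments missed by chance in single genes take no account of the groups and would give similar numbers in every split. Whether a value of 0 means absence of the transcript stays open. As the share of splits cannot go below 0.1 in this design, chance differences between whole libraries cannot be excluded by this count alone. A difference in genotype between the seedlings of the 2 groups is a candidate explanation, because plants raised from seed can carry different gene copies. Genes with a disease resistance description were used to look for this, on the untested assumption that they often vary in this way. Such descriptions were not clearly more frequent among the on/off genes (2 of 82) than among the other genes tested (409 of 28047), with an odds ratio of 1.69 (2-sided Fisher's exact test, p = 0.337), and 2 genes are too few to decide. Both were among the 27 genes on in the control only (odds ratio 5.42, Fisher's exact test, p = 0.0588), with 0 among the 55 on in B deficiency only, and at a high limit of 0.5 FPKM there were 7 among 134 on/off genes. Numbered loci made up 54 of the 82 on/off genes and 447 of the 2223 other called genes, an odds ratio of 7.66 (Fisher's exact test, p = 2.34e-18). This does not separate the explanations either, since a locus outside the annotation may be found in these libraries because a single group expresses it strongly. Genotype differences that varied among the libraries of a group would also give similar numbers in every split. The 82 on/off genes of the real split, against 0 to 4 in the others, argue against these for the on/off genes. A genotype common to a group's 3 libraries cannot be told apart from a response to B deficiency, as the groups consist of different plants.

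Genes described as NLR disease resistance proteins gave 94 calls among 411 tested, 52 higher and 42 lower. Outside the on/off genes, 4.14% of the called genes had such a description, against 1.23% of genes not called, an odds ratio of 3.47 (Fisher's exact test, p = 3e-20). The list had no common direction (median log2 fold change -0.03, mean 0.07, camera adjusted p = 0.471), and its median was 0.02 with median-of-ratios scaling and with quantile normalization. The largest rise was in novel618, which had 24.5 ± 6.31 FPKM in B deficiency and 9.14, 0 and 0 FPKM in the control and was called in 1 of the 6 fits with a library left out. It was not called with log2(FPKM + 0.01) (adjusted p = 0.0509) or with no trend (0.0756). The largest fall was in novel3391, listed at 0 in every B deficiency library and at 4.11 ± 3.44 FPKM in the control. These genes carry the signal transduction term. Of the called genes with the term, 89.3% had an NLR description or a TIR or NB-ARC domain, against 75.8% of the tested genes with it, and without such genes the over-representation was 1.30-fold (adjusted p = 1). The enrichment of the term is consistent with changes in disease resistance genes alone. Whether these are a response of the roots or a difference in gene copies between plants was not decided by any test here. Reads shared between close copies also stay open for this family.

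The photosynthesis list had a median log2 fold change of -0.69 in root tips, with 9 genes called lower and 0 called higher of 39 tested (camera adjusted p = 0.012). The median lay below that of each of 10000 random lists matched on expression. It was -0.64 with median-of-ratios scaling and -0.64 with quantile normalization. Without a minimum FPKM the median was -0.42 over 70 genes, and the list did not pass (camera adjusted p = 0.0872). The largest fall was in LOC103944859, a photosystem I subunit, from 2.39 ± 0.519 to 0.193 ± 0.195 FPKM. The largest rise, in LOC103963837, was not called (log2 fold change 1.18, adjusted p = 0.3). More green tissue in the control samples is argued against, since it would bring the chlorophyll a-b binding genes, which green tissue expresses strongly, along with the others. The 27 such genes summed to 62.1 ± 7.46 FPKM in B deficiency and 67.9 ± 4.54 FPKM in the control, a gain of 5.82 FPKM. The 5 Rubisco small chain genes summed to 550 ± 37.9 and 522 ± 19.9 FPKM, although 1 of the 2 tested, LOC103948503, was called lower in B deficiency (log2 fold change -1.09). The 46 other genes of the list summed to 71.4 ± 4.84 and 136 ± 1.03 FPKM, a gain of 64.8 FPKM. Lower expression of these other genes in roots without boron stays open and was not tested. With the correlation between the genes estimated (0.0159) in place of the preset 0.01, the adjusted p from camera was 0.337. The call thus rests on this setting, but the size of the correlation does not account for it alone. For the pectin and cell wall list the estimate was 0.00286, below the preset, and its unadjusted camera p still rose from 0.0188 to 0.0336. Harvest at different times of day is argued against by the circadian clock list, whose mean absolute log2 fold change of 0.257 lay at percentile 5.26 of random lists. A single gene of this list was called, LNK2 (LOC103945582), which was higher in all 6 fits with a library left out as well (log2 fold change 1.35, adjusted p = 0.000819).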

How the results depend on the processing

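The alternatives were set before the data were examined, except those that leave out the numbered loci, which were chosen after Table S1 was seen to hold none. DESeq2 on counts was not run, because the values are FPKM.

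The count of differentially expressed genes was 2305 and stayed within 1.5 times of this in every alternative but the one without a minimum fold, which gave 7693, with 3362 higher and 4331 lower. The count of higher genes (1229) was otherwise between 896 and 1503. The count of lower genes (1076) fell to 664 with log2(FPKM + 1) and to 692 without numbered loci and with median-of-ratios scaling. Leaving out the numbered loci alone gave 764 lower genes, and the scaling lowered this further while higher calls rose from 1071 to 1157. With a library left out, between 1889 and 2545 genes were called, 1088 to 1306 higher and 801 to 1239 lower. Median-of-ratios scaling changed the share of higher calls from 53.3% to 58.2%, and with the numbered loci left out as well it was 62.6%. Only 1 of the 10 splits of the libraries gave as many called genes, the real split. The others gave 0 to 2 calls, and 307 to 948 genes at an unadjusted p under 0.05 (limma), against 11115 for the real split. Each of the others mixes libraries of both groups, so a difference between the groups widens the spread in it and lowers its counts. These counts are therefore no measure of how many genes chance would give. Chance differences in single genes are argued against, since they take no account of the groups and would give similar numbers in every split. Chance differences between whole libraries cannot be excluded by this count, as the share of splits cannot go below 0.1 in this design.

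The replicate numbers do not pair the libraries. The correlation of deviations from the group means was 0.040, 0.035 and -0.005 for libraries with the same number. With the replicate block, 2176 genes were called, 1172 higher and 1004 lower, and the adjusted p was 0.0699 for the MAPK signaling pathway and 0.0453 for the ERF list.

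Among the 122 named genes in the test, none of the called genes changed direction in the alternatives set for named genes, which leave out library weights. With a mean of at least 1 FPKM, 110 of them were in the test. With log2(FPKM + 1), 16 of them lost their call, with no trend 4, with median-of-ratios scaling 3, and with the replicate block, quantile normalization, log2(FPKM + 0.01) or no minimum FPKM 2 each. With a library left out, between 8 and 12 lost it.

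Of the gene lists, WRKY and photosynthesis passed in camera (adjusted p = 0.012 for both). Without a minimum FPKM 0 lists passed, and both had an adjusted p of 0.0872. Over the other camera alternatives set for the lists, the adjusted p was 0.00644 to 0.0259 for WRKY and 0.00428 to 0.0249 for photosynthesis. The ERF list (0.0618) passed with log2(FPKM + 1) (0.0476), with a mean of at least 1 FPKM (0.0138), and without B deficiency library 3 (0.04) or control library 3 (0.0397). With fry, 9 lists passed, the 2 among them. At an estimated correlation none of the 16 lists passed, with the lowest unadjusted p of 0.0336 for pectin and cell wall and 0.0421 for photosynthesis. For the lists too, only the real split of the 10 gave as many, 1 split, and chance cannot be excluded by it.

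GO enrichment gave 33 terms, but 17 against all annotated genes, 20 for the genes called higher and between 21 and 46 with a library left out, the lowest without B deficiency replicate 1. KEGG enrichment gave 15 pathways, and 7 for the genes called higher and 7 for those called lower. The cause was not tested, except that the sets of higher or lower genes are smaller by construction. Signal transduction, cell wall and phenylpropanoid biosynthesis kept an adjusted p under 0.05 in every alternative run for the enrichment. These were other backgrounds and gene sets, log2(FPKM + 1), no minimum FPKM, the replicate block and each library left out. Apoplast had 0.0967 for the lower genes, and heme binding 0.139 for the higher genes. Oxidoreductase activity had 0.0675 for the lower genes. Its term for paired donors had 0.139 against all annotated genes, 1 for the higher genes and 0.0704 with log2(FPKM + 1). Glutathione metabolism had 1 and plant-pathogen interaction 0.228 for the lower genes. Pentose and glucuronate interconversions had 0.167 against all annotated genes, 0.0949 for the higher and 0.233 for the lower genes. The MAPK signaling pathway was the least stable. Its adjusted p from Fisher's exact test was 0.121 against all annotated genes, 0.208 for the higher and 0.431 for the lower genes. It was 0.0645 with log2(FPKM + 1) and 0.124 without a minimum FPKM, but 0.0106 for the genes of Table S1. With a library left out its adjusted p was between 0.043 and 0.274, above 0.05 without B deficiency library 2 (0.274), control library 2 (0.0562) and control library 3 (0.117).

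On/off genes numbered 134, 91 on in B deficiency and 43 in the control, at a high limit of 0.5 FPKM and 43, 27 and 16 at 2 FPKM, and 72 and 101 at low limits of 0 and 0.1 FPKM. With a library left out there were 97 to 123, with 64 to 79 on in B deficiency and 32 to 44 on in the control. The control-only count of 27 rose to 42 without B deficiency library 1 and to 44 without B deficiency library 2, since fewer libraries had to be off. Rounding to 2 decimals and depth limit the genes under about 0.5 FPKM, where the deposited values do not show whether 0 means absence.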

Differences from the paper's values

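The paper states 642 genes as lower in B deficiency, and 1076 were called lower here. The numbers of genes higher, the paper's 1230 and 1229 here, lie close together. Of the alternatives set before the data were examined, the lower count came within 1.5 times of the paper's with log2(FPKM + 1) (664), a mean of at least 1 FPKM (911) and median-of-ratios scaling (957), without B deficiency library 3 (960) and without control library 1 (809), 2 (808) or 3 (801). It did not with log2(FPKM + 0.01), no minimum FPKM, quantile normalization, no trend, library weights, the replicate block, no minimum fold, or without B deficiency library 1 or 2. Without the numbered loci it was 764, and 692 with median-of-ratios scaling in addition. These were chosen after seeing the values, and they called 1550 and 1602 of the genes of Table S1, against 1536 in the reported fit. Of the genes called here, 505 lower and 264 higher ones are not in Table S1.

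For 8 of the genes of Tables 2 to 5 the log2 fold change differs from the paper's by more than the SD between libraries, and for LOC103952519 it differs in sign only. Over the 1770 genes of Table S1 tested, the median difference was -0.08. The paper gives 0.60 for LOC103966432, 0.07 for LOC103929185, -0.17 for LOC103947146 and 1.49 for LOC103959532, and the values here were 0.54, 0.0207, -0.22 and 1.43. All 4 fell within the SD with median-of-ratios scaling, LOC103947146 also with quantile normalization and without B deficiency library 3 or control library 3, and LOC103929185 and LOC103959532 also without B deficiency library 1. The paper's -0.60 for LOC125478256 stands beside -0.71 here, within the SD with log2(FPKM + 1), median-of-ratios scaling or without B deficiency library 3. The paper's 0.06 for LOC103952519 stands beside -0.0296, and the value was positive with median-of-ratios scaling (0.02) and without B deficiency library 2 (0.20). The paper's 3.52 for LOC103958164 stands beside 3.00, and log2(FPKM + 0.01) gave 3.43. The paper's -0.15 for LOC103935979 stands beside -1.27, and log2(FPKM + 1) gave -0.59. For LOC103952514 the paper gives -0.74 against -1.86 here. Log2(FPKM + 1) (-1.72), median-of-ratios scaling (-1.81), and leaving out B deficiency library 3 (-1.68) or control library 1 (-1.01) bring it within the SD. The other alternatives set before the data were examined did not.

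The paper counts all 38 transcription factor genes of Table 5 as higher, and 36 were called here. LOC103941856 (0.99) was called with log2(FPKM + 0.01), median-of-ratios scaling and quantile normalization, and without B deficiency library 2 or 3 or control library 1. LOC103931986 (0.86) was called in none of the alternatives set for named genes, all of which keep the minimum fold. The paper finds no significant change of AOC genes, and LOC103947801 was called lower here, just past the minimum fold. It was not called with log2(FPKM + 1), with median-of-ratios scaling, or without B deficiency library 1 or control library 1 or 3. OPR 11 (LOC103952517) and the ZEP gene LOC103937745, which the paper gives as higher, were under the minimum mean FPKM here, and both were called without this minimum.

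The paper places heme binding and oxidoreductase first in the molecular function category. By p, ADP binding ranked first here, with heme binding 4th, oxidoreductase activity 7th and its term for paired donors 9th. Signal transduction, cell wall and apoplast led their categories here as in the paper. The paper names the pathways it found enriched, and all of these passed here, among 15 pathways in all.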

Other observations

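The tests of Table 1 and of B deficiency library 2, those of the larger number of lower genes and that of the numbered loci were chosen after the results were seen.

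The mapped totals of Table 1 equal the clean read pairs of the library with the same number in the other group, in all 6 libraries. The mapped total of control library 1, 17908544, is the number of clean read pairs of B deficiency library 1, and the mapped total of B deficiency library 1, 19854248, is that of control library 1. As printed, it makes 111% of the library's own clean read pairs for B deficiency library 1 and 90.2% for control library 1. A candidate explanation is that the totals of the groups were listed under each other and are not mapped reads. The FPKM steps bear on this, as they gave control libraries 1 and 2 a mean depth of 1.10 relative to B deficiency library 1 (1.09 and 1.11), close to the clean reads (1.11 for both) and unlike the mapped totals (0.902 and 0.904). The FPKM columns thus follow the clean reads, with no sign of exchanged columns. The text gives a Q30 above 93.00%, and the Q30 that Table 1 lists for B deficiency library 1 is lower than this.

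B deficiency library 2 lay apart from libraries 1 and 3. Its correlation with them was 0.960 and 0.962, and that of libraries 1 and 3 was 0.9755. Lower depth is argued against, since library 1 had the same depth and lay close to library 3. For genes called without library 2, its level was set between the control and the mean of libraries 1 and 3. For the 1306 genes that rose it showed a median of 0.946 of the response, against 0.936 and 0.933 for libraries 1 and 3 treated in the same way, which argues against a generally weaker response. For the 1239 genes that fell it showed 0.765, against 0.941 and 0.955, and 188 of these genes showed under 0.3 of the fall, against 42 and 43. A weaker fall in library 2 may thus account for part of the distance. An example chosen after its values were seen is the histone H1 gene LOC103966720, with 67.4, 152 and 71.5 FPKM in B deficiency libraries 1, 2 and 3 and 177 to 183 FPKM in the control. RNA of control plants in library 2 is argued against. The falls would need 11.1% of it by the median, but of 44 genes that were off in libraries 1 and 3 and on in every control library, 61.4% were at 0.05 FPKM or less in library 2, with a median of 0 relative to the control, and in libraries 1 and 3 this share was 64.3% and 71.1%. Differences between the plants behind each library stay open and were not tested.

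More genes were called lower here than in Table S1. Scaling between libraries may account for part of this, since median-of-ratios scaling gave 957, within 1.5 times the paper's 642. Numbered loci may account for another part, since leaving them out gave 764. Of the 505 lower genes outside Table S1, 180 are not numbered loci.

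Tables 2 to 5 list no gene described as a boron transporter, although the paper also counts boric acid channels such as NIP5-1 of Table 2 among these. Of 10 genes with such a description, 7 were tested, and 1 was called. LOC103964916, a probable boron transporter 2, fell from 17.6 ± 0.155 to 7 ± 1.41 FPKM (log2 fold change -1.33, standard error 0.135, adjusted p = 0.000555 from limma), and it stayed between -1.49 and -1.25 with a library left out. It is also in Table S1, the only gene there of the 10 with this description. LOC103926570, a boron transporter 4-like gene, had a log2 fold change of 0.57 (adjusted p = 0.0192), LOC103961247 had 0.41 (0.00439) and LOC125478940 had 0.34 (0.0315), all under the minimum fold. LOC103953010, LOC103956856 and LOC125477335 had log2 fold changes from -0.07 to 0.09 with adjusted p-values from 0.712 to 0.795. LOC103927569 and LOC103940078 were under the minimum FPKM, with means of at most 0.27 FPKM, and LOC125479043 was listed at 0 in all 6 libraries. Over the list of 7, the median was 0.09 and camera gave an adjusted p of 0.471.

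Among 30 aquaporins tested, 3 were called higher and 2 lower (camera adjusted p = 0.966). Besides the genes of Table 2, LOC125468106, PIP1-3-like, rose from 0.25 ± 0.0964 to 2.17 ± 0.729 FPKM (log2 fold change 2.69, adjusted p = 0.00167). LOC103957395, PIP1-1-like, fell from 370 ± 8.72 FPKM to 145, 247 and 148 FPKM in B deficiency libraries 1, 2 and 3 (log2 fold change -1.09, adjusted p = 0.006), and it was not called without B deficiency library 1 or without library 3.

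The WRKY list had 18 genes called higher and 0 lower of 88 tested, with a median of 0.07 (camera adjusted p = 0.012). The ERF list had 26 higher and 10 lower of 121 (0.0618). The largest ERF fall was in LOC103962675 (-2.58). The MYB list had 8 higher and 7 lower of 100 (0.684), the bHLH list 5 and 2 of 104 (0.966), and the bZIP list 1 and 2 of 30 (0.398). ABA signalling had 0 and 2 of 19 (0.392), and JA signalling had 1 and 1 of 22 (0.966), with protein TIFY 5A-like LOC103951292 at 1.81 and protein TIFY 6A-like LOC103943066 at -1.15. The pectin and cell wall list had 16 and 17 of 176 (0.075), peroxidases 8 and 7 of 58 (0.595), glutathione S-transferases 9 and 3 of 49 (0.131) and laccases 5 and 4 of 38 (0.392). The circadian clock list had 1 and 0 of 32 (0.959). The median and the direction of the test differed in sign for aquaporins, bZIP, JA signalling, MYB, NLR and peroxidases, and the mean and the test for boron transporters and MYB. Of the 11 transcription factors that the paper names in connection with boron, 12 genes carried such a name and 11 were tested. All of these were described as WRKY38, WRKY40, WRKY46 or bZIP34. No gene was described as WRKY6, WRKY47, MYB14, MYB15, MYB78, bZIP61 or ERF018, so nothing can be said of these. Called were the WRKY40 genes LOC103938977 (1.00), LOC103941164 (1.05), LOC103945359 (1.26) and LOC103953663 (1.25), the WRKY46 gene LOC125468857 (1.08) and the bZIP34 gene LOC103932533 (-1.01). The bZIP34 gene was called in 1 of the 6 fits with a library left out and not with log2(FPKM + 1), log2(FPKM + 0.01), no minimum FPKM, median-of-ratios scaling, quantile normalization or no trend. WRKY38, which the introduction names as higher in Arabidopsis, had -0.51 here and was not called. LOC103938977 was called in 3 of the 6 fits with a library left out, and LOC103941164 and LOC125468857 in 4 each. LOC103938977 and LOC125468857 were not called with log2(FPKM + 1).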
